A study of Mus musculus with 8 samples. Its data were reported in "In vivo genome-wide analysis of multiple tissues identifies gene regulatory networks, novel functions and downstream regulatory genes for Bapx1 and its co-regulation with Sox9 in the mammalian vertebral column" (2014).

How the data were processed

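Gene expression was measured in gut cells of mouse embryos at E12.5 on Illumina MouseWG-6 v2 BeadChips, which carry 1 bead type per probe and report a single fluorescence value for it. The cells expressed enhanced green fluorescent protein (EGFP) from the Bapx1 locus and were isolated by fluorescence-activated cell sorting (FACS). Samples were grouped by the labels into 4 wildtype samples, in which the EGFP cassette lay behind an intact Bapx1 coding region, and 4 Bapx1 null samples, in which the cassette was inserted behind the start codon and disrupted it. The paper writes the wildtype genotype with a single targeted allele and the null genotype with both alleles targeted. The number of EGFP alleles thus differed between the genotypes as well. The methods of the study describe the 4 samples of each genotype as biological replicates.

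The authors deposited signal intensity for each probe on a linear scale, exported with GenomeStudio (its version was not given in the sources used here). These intensities carried no background subtraction and no normalization between arrays, since the lowest value was 29.8 and the medians differed between arrays. Beside each intensity the authors deposited a fraction between 0 and 1 under a detection p header. It approached 1 for bright probes and followed the signal on every array (Spearman correlation across probes of at least 0.976), so it was read as a score and converted to a detection p as 1 minus the value. The authors also deposited a table of processed values on a log2 scale. Set against the intensities, each processed value equalled the log2 intensity minus the median of its array and minus a baseline per probe that was identical on the 8 arrays, with no background subtraction. Its scale, its centring on array medians and its direction were thereby known, whereas what the probe baseline had been taken over remained unknown. The median of each processed column lay between -0.0112 and 0.0145. The methods of the study describe background subtraction and a scaling by spread, and neither was found in these values.

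The intensity table and the processed table used different probe identifiers. Their 45281 rows were joined on the differences between arrays, which matched to within 3.02e-06 on the log2 scale, while the closest competing row differed by at least 0.0124. Probes were named from the platform annotation, which gave a single gene symbol for 34885 probes and several for 18. A further 10378 probes were unnamed here. Symbols were compared through gene identifiers with a RefSeq gene table of the mouse assembly GRCm38.p6, which altered none of them and did not cover 78 probes. Probe positions within transcripts were not analysed here.

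Intensities were background corrected with the normal-exponential model of limma (nec, offset 16) with the negative-control parameters inferred from the detection p, quantile normalized and log2 transformed. Probes were kept when the detection p was under 0.01 on at least 4 of the 8 arrays, which left 17440 probes, 14901 of them with a single gene. Each gene was represented by its kept probe with the highest mean signal, giving 9784 genes. Bapx1 null was compared with wildtype with limma (lmFit and eBayes, genotype as the only term), with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. Adjusted p values of genes came from this model unless an alternative is named. Differences are Bapx1 null minus wildtype on the log2 scale, with the standard error (SE) of the model, and group values are means with the standard deviation (SD).

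Where a probe was detected on only some arrays of a genotype, its difference includes values at background. A probe not above background on any array of a genotype has only a bound there. For such genes the fold is given as "at least", from the mean of the brighter genotype against the mean, per array, of the higher of the dim probe's value and the lowest normalized value among detected probes of that array.

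Gene lists for functions, cell types that the dissection or the sort could hold, tissue handling, RNA quality, sex and position along the gut were fixed before the data were examined. Of these lists, 33 had at least 3 measured genes and were tested with camera (preset inter-gene correlation of 0.01), with Benjamini-Hochberg adjustment over the lists, and again with an estimated correlation and with fry. Fry asks whether the genes of a list move one way on balance and does not compare them with other genes. The genes named in the text were chosen by a rule fixed beforehand: Bapx1, genes that the study named in the gut, the 10 strongest rises and 15 strongest falls among genes past the threshold whose genotypes did not overlap, up to 4 members of each list past the threshold and of 8 lists chosen in advance, and Xist, Afp, Fos, Barx1, Nkx2-5 and Gata3. A gene named outside this rule is marked as chosen after its value was seen.

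The gene and list tests were first tested on simulated data with 9784 genes, of which 200 were changed, in 20 runs. The gene test recovered 99% of genes changed 4-fold and 79% of genes changed 2-fold, and 4.81% of its calls were false. These simulated arrays varied independently, which the real arrays did not.

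Alternatives covered the background correction, the normalization (including scaling by the median and the median absolute deviation, MAD, as the study's methods describe), the filter on dim probes, the processed table, the replicate number as a block, each array left out in turn, the test (the ANOVA of the methods, which for a pair of groups is the equal-variance t-test, as well as array weights, trend and robust), the probe rule and the fold threshold. A fit without 2 arrays that stood apart, a fit with the percentage of detected probes as a covariate, and a run of the processed table with the filter and test of the methods were added after the data had been seen. Slide and scan date were not given in the sources used here, so neither was tested as a batch, and the planned fit with slide as a block was not run. The precision of every value was limited by the number of arrays. Analyses were run in R 4.3.3 with limma 3.58.1 and in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.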

Results

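Bapx1 (Nkx3-2) encodes a homeobox transcription factor of the embryonic gut mesenchyme, spleen and axial skeleton. Expression profiles of EGFP-sorted gut cells from E12.5 embryos were compared between 4 wildtype and 4 Bapx1 null samples to find the genes that depend on Bapx1 in this organ, and whether more of them were lower or higher in its absence. Signal over background differed between the arrays. The 4 wildtype arrays detected between 38.2% and 40.0% of probes, whereas Bapx1 null replicates 1, 2, 3 and 4 detected 36.3%, 31.0%, 36.4% and 38.5%. The 75th percentile of raw intensity was 184 to 249.2 in wildtype and only 91.3 on Bapx1 null replicate 2. Wildtype arrays correlated with each other at a median r of 0.988 across genes, Bapx1 null arrays at 0.957, and arrays of different genotype at 0.959. The first principal component held 57.5% of the variance and placed Bapx1 null replicates 2 and 3 apart from the other arrays.

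**Figure D1:**
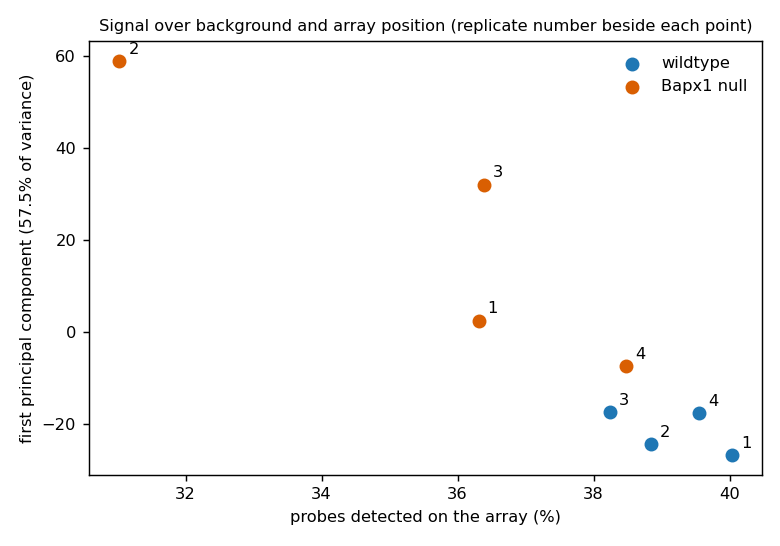
Percentage of probes detected on each array (horizontal axis) against its position on the first principal component of log2 expression (vertical axis), with wildtype arrays in blue, Bapx1 null arrays in orange and the replicate number beside each point. Bapx1 null replicate 2 detected the fewest probes (31.0%) and lay at 58.81 on the component, and replicate 3 lay at 32.01, whereas the wildtype arrays lay between -26.72 and -17.32.

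In Bapx1 null gut cells, genes of platelets and leukocytes such as Ppbp, Pf4, Tubb1 and Mpeg1 were lower than in wildtype, and the potassium channel gene Kcnk3, the ephrin receptor gene Ephb1 and the collagen gene Col6a2 were higher. In all, 77 of 9784 genes changed at an adjusted p under 0.05, with 52 higher and 25 lower in Bapx1 null. Changes over 2-fold were found for 56 genes, 33 of them higher and 23 lower, so that 41.1% were lower. The balance turned without the adjusted threshold: of 341 genes over 2-fold at any p 235 were lower and 106 higher, and of 318 over 2-fold at an unadjusted p under 0.05 213 were lower (67%). Leaving out 1 array gave shares from 25% to 71.4% lower. The genotypes did not overlap in any of the 77 genes. Over all genes tested, 18.6% did not overlap, against 2.86% that chance gives for 4 against 4 arrays. The direction of the changes differed between settings. With the processed values of the authors, which differ in both background and normalization, 8 genes passed, 1 higher and 7 lower, and without normalization between arrays 44 of 45 genes over 2-fold were lower and 1 was higher, whereas with cyclic loess 78 genes passed, 51 higher and 27 lower. The median difference of all genes was 0.07 here, -0.25 with the processed values and -0.45 without normalization, and scaling by median and MAD moved it to 1.05 and left 0 genes past the threshold (limma, with 5074 at an unadjusted p under 0.05, and 2638 at that level here). The count also rested on single arrays: 4, 7, 32 and 4 genes passed without wildtype replicates 1, 2, 3 and 4, 6 without Bapx1 null replicate 3 and 1245 without Bapx1 null replicate 4. Over 2-fold these counts were 4, 7, 32, 4, 6 and 405, and 86 without Bapx1 null replicate 1. Of the 77 genes, 4, 6, 24 and 4 were still past the threshold without wildtype replicates 1, 2, 3 and 4, and 59, 57, 6 and 77 without Bapx1 null replicates 1, 2, 3 and 4, so most single genes named here lost their call without 1 array. With the percentage of detected probes as a covariate 2 genes passed, and with the test of the methods in place of limma 2. Without Bapx1 null replicates 2 and 3, which stood apart from the other arrays, 72 genes passed, 37 higher and 35 lower, and 38 of the 77 genes were among them.

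Bapx1 itself gave a higher signal in the Bapx1 null samples. Its probe (ILMN_2687592) was not above background on any wildtype array, with a log2 intensity of 4.47 ± 0.03 (SD, n = 4), and was detected on each Bapx1 null array at 6.86 ± 0.48 (SD, n = 4). This made the signal at least 2.79-fold higher in Bapx1 null (limma, adjusted p = 0.00711). The second Bapx1 probe also differed, by 2.23 on the log2 scale. Raw intensities of the first probe were 52.4, 53.7, 46.9 and 49.4 in wildtype and 132.6, 110.6, 122.3 and 144.4 in Bapx1 null. The null allele keeps most of the gene, and the targeted wildtype allele carries the EGFP cassette in the 3' untranslated region. The position of these probes in the transcript was not analysed here, so their signal did not check the genotypes. The call was lost with MAD scaling (adjusted p = 0.0896) and with the test of the methods (adjusted p = 0.0728). Over all alternatives its adjusted p ranged from 5.41e-05 to 0.0896.

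The 10 strongest rises in Bapx1 null included Kcnk3, Ephb1 and Col6a2. Kcnk3, a potassium leak channel gene, was 5.35-fold higher, at 7.78 ± 0.80 against 5.36 ± 0.49 (SD, n = 4, limma adjusted p = 0.0272), although only 2 of 4 wildtype arrays detected it. Ephb1, encoding a receptor for ephrin-B ligands, was 3.94-fold higher, at 9.54 ± 0.42 against 7.56 ± 0.37 (SD, n = 4, limma adjusted p = 0.0204). Kcnj8, a subunit gene of ATP-sensitive potassium channels, was 2.81-fold higher, and Trpm5, a cation channel gene, 3.09-fold higher. Fhdc1, Sphk1, which encodes a sphingosine kinase, and Smg6, which encodes an endonuclease of nonsense-mediated decay, were 3.41-fold, 2.84-fold and 2.84-fold higher, although the 3 probes of Smg6 ranged from 0.44 to 1.51 on the log2 scale. Vstm2a was not above background in wildtype and was at least 2.13-fold higher in Bapx1 null. Col6a2, a chain of collagen VI, was 2.78-fold higher, at 8.75 ± 0.24 against 7.27 ± 0.07 (SD, n = 4, limma adjusted p = 0.00711). Of 37 measured genes of the extracellular matrix list 3 rose and none fell over all genes tested, and 7 rose and 1 fell when adjusted over the list alone. The other matrix genes that rose were Col14a1 and Col6a1 (chosen after their values were seen), by 1.22 and 0.85 on the log2 scale, with the other probe of Col14a1 at 0.35. The list as a whole was not past the threshold (camera adjusted p = 0.865).

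**Figure D2:**
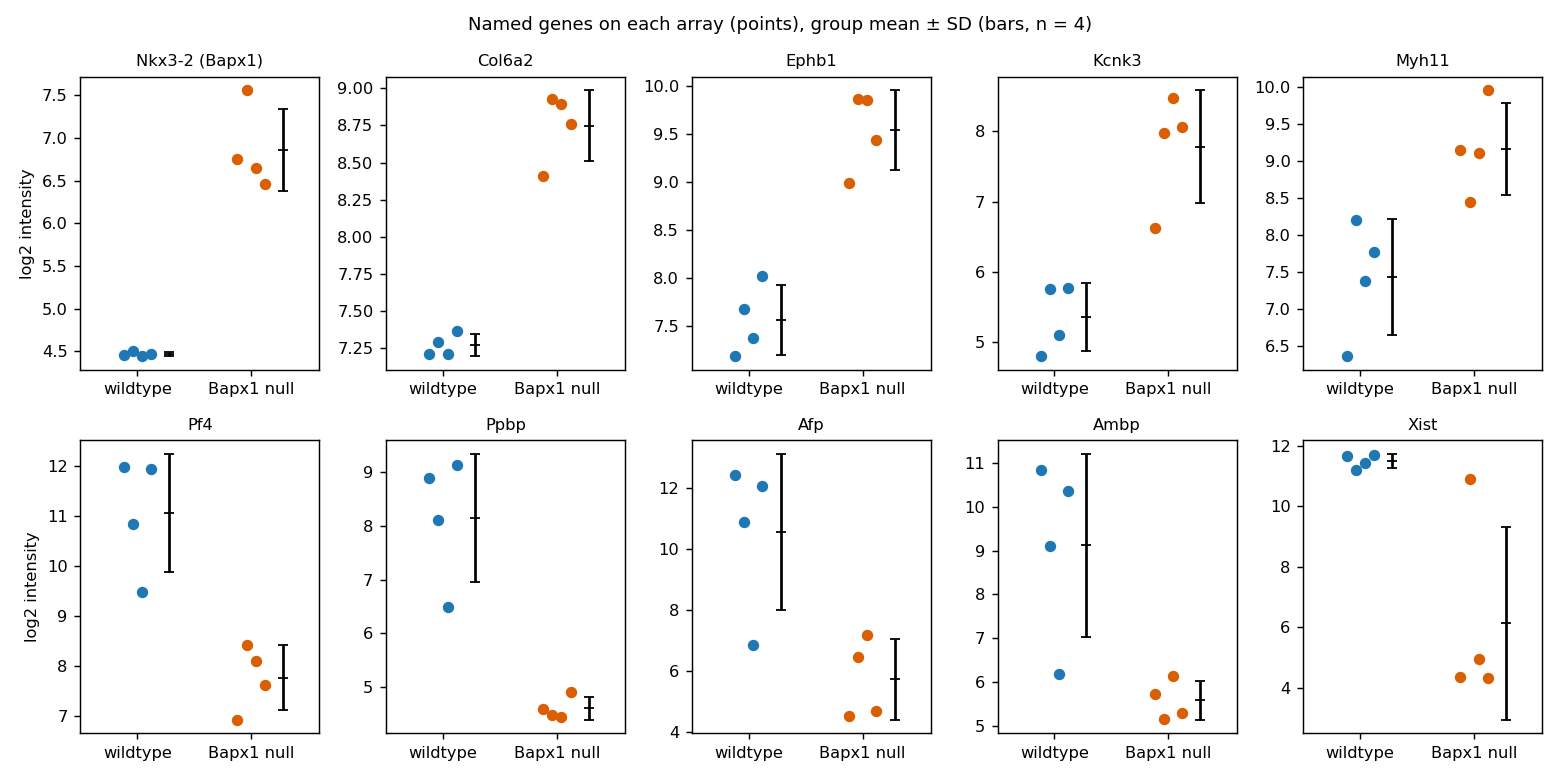
Log2 intensity (vertical axes) of 10 named genes on each array, with wildtype in blue and Bapx1 null in orange, and the mean ± SD of 4 arrays as a bar beside the points. The genotypes do not overlap for the genes shown other than Afp, which is at 6.84 on wildtype replicate 3, below its 7.19 on Bapx1 null replicate 3, and Xist is at 10.9 on Bapx1 null replicate 2.

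Markers of platelets and of their precursor, the megakaryocyte, fell together in Bapx1 null. All 9 measured genes of the list were lower, 5 of them past the threshold over all genes tested and 9 when adjusted over the list alone (camera adjusted p = 3.61e-10, but adjusted p = 0.348 with an estimated correlation). Pf4, a chemokine of platelet granules, was 9.8-fold lower, at 7.76 ± 0.65 against 11.06 ± 1.18 (SD, n = 4, limma adjusted p = 0.0317). Ppbp, another platelet chemokine gene, was not above background in Bapx1 null and at least 5.32-fold higher in wildtype (limma adjusted p = 0.0204). Tubb1, a tubulin of platelets, the lipoxygenase gene Alox12 and the platelet receptor gene Treml1 differed by -3.08, -2.70 and -2.22 on the log2 scale, and were detected on only 1, 1 and 2 of 4 Bapx1 null arrays. Wildtype replicate 3 had the lowest Pf4 of its group, at 9.47.

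Leukocyte and red cell genes were also lower. Of 14 measured macrophage and leukocyte genes 2 fell over all genes tested and 10 when adjusted over the list alone (camera adjusted p = 2.15e-07, but adjusted p = 0.371 with an estimated correlation). Mpeg1, which encodes a pore-forming protein of macrophages, differed by -1.78 on the log2 scale and was detected on 1 of 4 Bapx1 null arrays (limma adjusted p = 0.0412), and Ctss, a lysosomal protease gene, was not above background in Bapx1 null and at least 1.44-fold higher in wildtype. Lgals3 and S100a9, genes that myeloid cells express strongly, were at least 1.91-fold and at least 1.11-fold higher in wildtype. Adgre1, the gene of the macrophage antigen F4/80, differed by -2.02 ± 0.42 (SE) on the log2 scale without passing the threshold (limma adjusted p = 0.0609, detected on 1 of 4 Bapx1 null arrays), which it passed without Bapx1 null replicate 2 or 4 (limma adjusted p = 0.0462 and 0.041). The list was not past the threshold with only the probes detected on all 8 arrays (camera adjusted p = 0.19). Of 10 erythroid genes 1, the spectrin gene Sptb, fell over all genes tested (2.91-fold lower, limma adjusted p = 0.0149, with its 2 probes at -1.54 and -0.56 on the log2 scale), and 8 when adjusted over the list alone (camera adjusted p = 4.54e-07, but adjusted p = 0.348 with an estimated correlation). The embryonic globin gene Hbb-y was at 7.52 ± 1.81 in Bapx1 null against 10.09 ± 0.96 in wildtype (SD, n = 4, limma adjusted p = 0.119).

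Transcripts of fetal hepatocytes were lower in Bapx1 null as a list but varied widely within wildtype. Of 10 measured hepatocyte genes 1 fell over all genes tested, Tdo2 (chosen after its value was seen), and 8 when adjusted over the list alone (camera adjusted p = 4.54e-07, but adjusted p = 0.348 with an estimated correlation). Afp, encoding alpha-fetoprotein, was at 10.55 ± 2.56 in wildtype and 5.71 ± 1.32 in Bapx1 null (SD, n = 4), a difference of -4.84 ± 1.13 (SE) that did not pass the threshold (limma adjusted p = 0.0787). Its wildtype values were 12.41, 10.89, 6.84 and 12.07. The transport protein genes Ttr, Trf and Rbp4 differed by -4.00, -3.27 and -3.07 on the log2 scale (limma adjusted p = 0.076, 0.0609 and 0.09), each detected on 1 of 4 Bapx1 null arrays. Without wildtype replicate 3, Afp, Ttr, Trf and Rbp4 passed (limma adjusted p = 0.00823, 0.00788, 0.00823 and 0.0126), with Afp lower by -6.08, and they also passed without Bapx1 null replicate 4 (limma adjusted p = 0.047, 0.045, 0.0383 and 0.0497). With the processed table and the filter and test of the methods, the list was no longer past the threshold (camera adjusted p = 0.282).

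The genes that the study had named in gut were enzyme inhibitor genes and Sox9, and they are no independent evidence because the study chose them on these samples. After the filter 2 of these 7 genes were measured. Ambp, which encodes a plasma protease inhibitor precursor, was at 5.58 ± 0.44 in Bapx1 null against 9.12 ± 2.09 in wildtype (SD, n = 4), without passing the threshold (limma adjusted p = 0.08), which it passed without wildtype replicate 3 or Bapx1 null replicate 4 (limma adjusted p = 0.00443 and 0.0468). Sox9, a transcription factor gene of cartilage and of the pyloric sphincter, was at 9.47 ± 1.06 against 10.58 ± 0.71 (SD, n = 4, limma adjusted p = 0.189). This was a difference of -1.12, and the other kept probe of Sox9 differed by -1.998 on the log2 scale. With MAD scaling the -1.12 became 0.67, or -0.38 relative to the median of all genes there. Of 19 measured protease inhibitor genes that are not specific to the liver none rose or fell over all genes tested and 1 rose when adjusted over the list alone (camera adjusted p = 0.87, median log2 difference 0.17).

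Smooth muscle genes were higher in Bapx1 null. Of 22 measured genes 19 were higher, 2 of them past the threshold over all genes tested and 13 when adjusted over the list alone (camera adjusted p = 7.48e-06, but adjusted p = 0.348 with an estimated correlation). The genes past the threshold were Itga5, an integrin chain, and Tagln, an actin-binding protein of smooth muscle, which differed by 1.02 (other probe 0.44) and 0.97 on the log2 scale (both chosen after their values were seen). Myh11, the smooth muscle myosin heavy chain, was at 9.17 ± 0.62 against 7.44 ± 0.79 (SD, n = 4, limma adjusted p = 0.0787). The actin genes Acta2 and Actg2 differed by 1.12 and 1.11 (limma adjusted p = 0.0502 and 0.0921), and the desmin gene Des by 1.09 (limma adjusted p = 0.104). Without Bapx1 null replicate 4 Myh11, Acta2 and Des passed (limma adjusted p = 0.0458, 0.037 and 0.0412). The 4 kept probes of Acta2 ranged from 0.14 to 1.34. The list mean was 9.95 ± 0.15 in Bapx1 null and 9.33 ± 0.18 in wildtype (SD, n = 4), with each Bapx1 null array above each wildtype array. In the same samples the platelet, hepatocyte, erythroid and leukocyte lists differed by -2.44, -2.34, -1.64 and -1.09 in their mean.

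**Figure D3:**
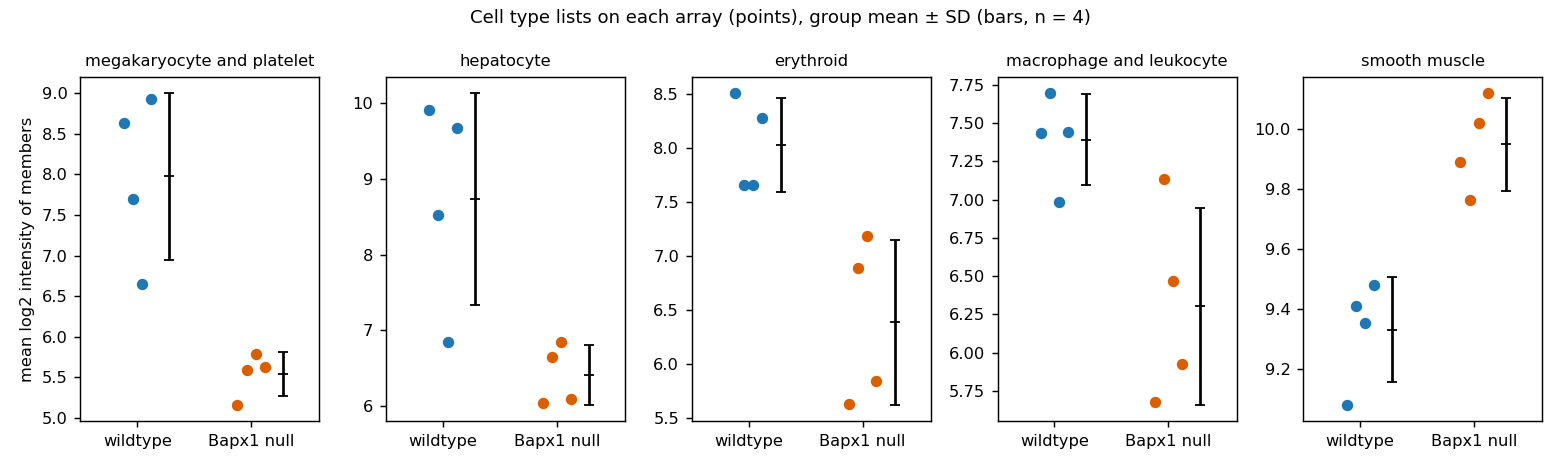
Mean log2 intensity (vertical axes) of the measured genes of 5 cell type lists on each array, with wildtype in blue and Bapx1 null in orange, and the mean ± SD of 4 arrays as a bar beside the points. The platelet list averaged 5.54 in Bapx1 null against 7.98 in wildtype and the hepatocyte list 6.40 against 8.74, whereas the smooth muscle list averaged 9.95 against 9.33.

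Regulators of the gut mesenchyme differed little as a group. None of 26 measured genes passed the threshold, and their median log2 difference was 0.07 (camera adjusted p = 0.943), but with MAD scaling the mean of the list was 1.63, above the median of all genes. Barx1, a homeobox gene of the stomach mesenchyme, differed by 0.84 ± 0.26 (SE, limma adjusted p = 0.119), and Osr1 by 0.84 (limma adjusted p = 0.144). Gata3 and Nkx2-5, genes of the developing pyloric region, differed by -0.91 and 0.24 (limma adjusted p = 0.126 and 0.641), and Gata3 passed without Bapx1 null replicate 2 (limma adjusted p = 0.0338). Relative to the median of all genes Nkx2-5 was at -0.67 with MAD scaling. Of 16 cartilage genes 1, Ccn2 (chosen after its value was seen), rose over all genes tested, and 4 rose and 4 fell when adjusted over the list alone (camera adjusted p = 0.87). Col2a1 and Col9a1, collagens of cartilage, differed by -1.89 and -0.94, and Cytl1 by 0.98 (limma adjusted p = 0.14, 0.0729 and 0.11). With MAD scaling Cytl1 was at -0.02 relative to the median of all genes and Col9a1 at -0.60, and Col9a1, whose other probe differed by -0.20, passed without Bapx1 null replicate 4 (limma adjusted p = 0.0424). Somite and paraxial mesoderm genes were lower as a list, with 1 of 17 rising, 1 falling over all genes tested, and 2 rising and 5 falling when adjusted over the list alone (camera adjusted p = 0.00738, but adjusted p = 0.576 with an estimated correlation). The forkhead gene Foxd1 was at 7.02 ± 1.94 against 9.94 ± 1.21 (SD, n = 4, limma adjusted p = 0.118), and Tbx1 and Foxc2 differed by -2.39 and -1.30 (limma adjusted p = 0.1 and 0.236). The members past the threshold were Mkx, which was 1.99-fold higher, and Eya1, which was not above background in Bapx1 null and at least 1.03-fold higher in wildtype (both chosen after their values were seen). The somite call was lost in 5 of 27 alternatives, with the highest camera adjusted p at 0.725 for probes detected on all 8 arrays, where the mean was -0.30 instead of -0.80. Without wildtype replicate 1 the mean was -0.47 (camera adjusted p = 0.057). The mesothelium and gut epithelium lists were lower too (camera adjusted p = 0.012 and 0.0222, but adjusted p = 0.576 and 0.576 with an estimated correlation), with no member past the threshold over all genes tested. Among their members Podxl differed by -0.89 and passed without Bapx1 null replicate 4 (limma adjusted p = 0.0448), Aldh1a1 by 1.05, and the epithelial genes Cdh1 and Krt8 by -1.03 and -0.84. The mesothelium call was lost in 5 of 27 alternatives (camera adjusted p up to 0.23, with the covariate), and the epithelium call in 9 of 27 (up to 0.912, with the processed table and the filter and test of the methods).

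Cell cycle and splicing factor genes were lower on Bapx1 null replicates 2 and 3. The study had reported proliferation genes in gut from these samples, so the cell cycle list is no independent evidence for that. None of 42 cell cycle genes and none of 36 splicing factor genes passed the threshold, but both lists did (camera adjusted p = 3e-05 and 1.11e-05, but adjusted p = 0.371 and 0.348 with an estimated correlation). Bmi1, a Polycomb gene, was between 7.63 and 7.83 in wildtype, at 7.49 and 7.31 on Bapx1 null replicates 1 and 4, and at 4.78 and 5.22 on replicates 2 and 3. Top2a, the DNA topoisomerase of dividing cells, was at 10.80 and 11.03 on Bapx1 null replicates 1 and 4 and at 9.40 and 9.24 on replicates 2 and 3, against 11.39 ± 0.12 in wildtype (SD, n = 4). The splicing factor gene Tra2b and Hnrnpk, which encodes an RNA-binding protein, differed by -1.91 and -1.70 (limma adjusted p = 0.126 and 0.136). The other probe of Hnrnpk differed by only -0.15, and that of Top2a by -0.34 instead of -1.28. Without Bapx1 null replicate 4 Bmi1, Top2a, Tra2b and Hnrnpk passed (limma adjusted p = 0.0492, 0.037, 0.0383 and 0.0433). Without Bapx1 null replicates 2 and 3 the mean difference of the cell cycle list was -0.14 (camera adjusted p = 0.000771), instead of -0.35, and that of the splicing list -0.19 (camera adjusted p = 0.000582), instead of -0.50. With MAD scaling neither list was past the threshold (camera adjusted p = 0.804 and 0.171), and the mean of each was above the median of all genes, by 0.10 and 0.0064. The splicing list was also not past the threshold with the covariate (camera adjusted p = 0.0823).

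Genes of ERK and MAPK signalling, a theme that the study took from these samples and that is therefore no independent evidence, were lower as a list. Of 20 measured genes 1 fell over all genes tested, and 7 fell and 1 rose when adjusted over the list alone (camera adjusted p = 0.0058, but adjusted p = 0.348 with an estimated correlation). The gene that fell was Eif4e, encoding a translation initiation factor, which differed by -1.96 on the log2 scale and was detected on 3 of 4 Bapx1 null arrays (limma adjusted p = 0.0495). Ppp1cb, a phosphatase subunit gene, was at 9.75 and 10.02 on Bapx1 null replicates 1 and 4, at 6.58 and 6.31 on replicates 2 and 3, and at 10.46 ± 0.19 in wildtype (SD, n = 4), and it passed without Bapx1 null replicate 4 (limma adjusted p = 0.041). The list was not past the threshold with only the probes detected on all 8 arrays (camera adjusted p = 0.0584). Without Bapx1 null replicates 2 and 3 its mean difference was -0.35 (camera adjusted p = 0.00843), instead of -0.58. The epithelial-mesenchymal transition list, also a theme of the study, had none of 25 genes past the threshold over all genes tested (camera adjusted p = 0.0386, but adjusted p = 0.371 with an estimated correlation). Its fibronectin gene Fn1 differed by -1.61 ± 0.48 (SE, limma adjusted p = 0.114) and passed without Bapx1 null replicate 4 (limma adjusted p = 0.0424). The call of this list was lost in 15 of 27 alternatives, with camera adjusted p up to 0.796 with MAD scaling, and at 0.151 without Bapx1 null replicates 2 and 3.

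Immediate early genes, which respond to tissue handling, did not pass as a list (camera adjusted p = 0.763), with 3 of 24 higher and 4 lower when adjusted over the list alone. Fos was at 7.16 ± 1.87 in Bapx1 null against 9.73 ± 0.78 in wildtype (SD, n = 4, limma adjusted p = 0.118), Fosb was not above background in Bapx1 null and at least 2.06-fold higher in wildtype (limma adjusted p = 0.0916), and Egr1 differed by -1.17 (limma adjusted p = 0.124), or by -0.54 relative to the median of all genes with MAD scaling. Fos passed without Bapx1 null replicate 1 (limma adjusted p = 0.0499). Other genes among the strongest falls were Hscb, a co-chaperone gene of iron-sulphur cluster assembly that was detected on 1 of 4 Bapx1 null arrays, Ccng2, a cyclin gene, at 3.67-fold lower, and Foxq1 and Prss12, at least 1.85-fold and at least 1.65-fold higher in wildtype. The 2 probes of Hscb differed by -2.40 and -0.32.

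Genes that mark the sex of the embryos differed between the samples. Xist, the RNA of the inactive X chromosome, was at 11.49 ± 0.24 in wildtype (SD, n = 4) and was detected on 1 of 4 Bapx1 null arrays, replicate 2, at 10.9, with the other 3 between 4.31 and 4.96 (limma adjusted p = 0.0787 over all arrays). The Y-linked genes Eif2s3y and Kdm5d differed by 1.59 and 1.26 on the log2 scale (limma adjusted p = 0.18 and 0.242), and Uty by 0.17, or by -0.90 relative to the median of all genes with MAD scaling. Eif2s3y was at 6.82 on wildtype replicate 4 and between 9.77 and 10.35 on the other wildtype arrays. Without Bapx1 null replicate 2 or 4 Xist passed the threshold (limma adjusted p = 8.23e-07 and 0.047). The Y chromosome list was not past the threshold (camera adjusted p = 0.421), but passed in 3 of 26 alternatives, without normalization between arrays (camera adjusted p = 0.00572), with the processed table (0.0295) and with that table and the filter and test of the methods (0.0236). Of the 77 genes that changed 1 lies on a sex chromosome, against 337 of all 9784 genes tested (Fisher's exact test, two-sided p = 0.525).

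The other lists tested were not past the threshold, and none of their members rose or fell over all genes tested. Among cell types these were enteric neurons and neural crest (camera adjusted p = 0.163, with a mean of -0.17 and a median of 0.05), endothelium (0.278), the mesenchyme of spleen and pancreas (0.87) and pancreas (0.906). Among pathways they were BMP and TGF-beta (0.2), VEGF, a theme of the study (0.423), Wnt (0.423), hedgehog (0.865) and apoptosis (0.865). Oxidative phosphorylation (0.409), ribosomal proteins (0.409) and metallothionein and hypoxia (0.865) did not pass either, nor did the anterior, central and posterior Hox genes (0.778, 0.943 and 0.865). The median, the mean and the test did not all share a sign for immediate early genes, cartilage, gut mesenchyme regulators, enteric neurons, metallothionein and hypoxia, apoptosis, pancreas, and the anterior and central Hox genes. Without Bapx1 null replicates 2 and 3 the endothelial and enteric neuron lists were lower (camera adjusted p = 0.000762 and 0.0198), and over all alternatives these lists passed in 7 and 3 of 27. Oxidative phosphorylation passed with MAD scaling (camera adjusted p = 0.000597) and with fry (adjusted p = 0.0309).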

Values the study reported

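The study reported 143 genes with more than a 2 fold change in Bapx1-specific gut cells between the genotypes. Of these, 126 genes, or 88%, were decreased in the Bapx1 null embryos.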

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

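Of the tests below, the use of the mean of the Y-linked genes against an effect of Bapx1 on Xist was chosen only after the result was seen.

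Among 166 groups of 4 arrays 5 had a value far from the others, no more than the 1 in 20 or so that chance gives. Lgals3 was at 5.502 on wildtype replicate 3 and between 7.027 and 7.131 on the other wildtype arrays. S100a9 was at 4.491 on Bapx1 null replicate 4 and between 4.426 and 4.43 on the others, and was not above background on any Bapx1 null array. Tbx1 was at 6.241 on Bapx1 null replicate 1 and between 4.577 and 4.752 on the others. Eif2s3y was at 6.823 on wildtype replicate 4 and between 9.772 and 10.35 on the others. Among the kept probes outside the gene comparison 16 without a single gene differed between the genotypes, 11 of them higher in Bapx1 null.

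Xist was at 10.9 on Bapx1 null replicate 2 and between 4.308 and 4.964 on the other Bapx1 null arrays. The 3 measured genes that escape X inactivation had a mean lower by -0.483 on the log2 scale in Bapx1 null (exact permutation test, two-sided p = 0.0286, the smallest that 4 against 4 arrays give), as fewer female embryos in those samples would give. The Y-linked genes had a mean difference of 1.01 (exact permutation test, two-sided p = 0.171). Their mean was 5.76 on wildtype replicate 4, between 7.76 and 8.31 on the other wildtype arrays and between 7.59 and 8.86 in Bapx1 null. Loss of Bapx1 did not remove Xist on Bapx1 null replicate 2, where its 10.9 was near the 11.18 to 11.69 of wildtype, but that is 1 array. Bapx1 null replicates 1, 3 and 4, where Xist was not detected, had the highest Y-linked means, 8.73 to 8.86, as male embryos would give. A smaller effect of Bapx1 on Xist cannot be told apart from the sex of the embryos. Wildtype replicates 1 to 3 carried both Xist and Y-linked signal. A candidate explanation is therefore a different mixture of sexes in the samples, although the escape genes were also low on Bapx1 null replicate 2, at 10.74, where Xist was high.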

How the results depend on the processing

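The fits without Bapx1 null replicates 2 and 3, with the percentage of detected probes as a covariate, and of the processed table with the filter and test of the methods were chosen only after the data had been seen. Bapx1 kept its direction under every alternative that measured it and its call under all but MAD scaling (2.61, adjusted p = 0.0896) and the ANOVA of the methods (2.39, adjusted p = 0.0728), and no value could be had with probes detected on all 8 arrays. The erythroid and smooth muscle lists kept their call under all 27 alternatives other than the list tests, and the platelet list under the 26 that could test it, which left out probes detected on all 8 arrays. With an estimated correlation 0 lists passed. With fry 6 passed: the platelet, hepatocyte, erythroid, smooth muscle, ERK and MAPK, and oxidative phosphorylation lists. The leukocyte, splicing, cell cycle, somite, mesothelium, gut epithelium and epithelial-mesenchymal transition lists did not pass with fry. Against 77 genes (56 over 2-fold, 41.1% lower), the counts were 0 and 0 with MAD scaling, 45 and 45 without normalization (97.8% lower), 8 and 8 with the authors' processed values (87.5% lower), 2 and 1 with that ANOVA (100% lower), 202 and 74 with array weights (56.8% lower), and 49 and 20 without a filter. Over 2-fold 29 genes passed without background correction, 26 with a normal-exponential offset of 50, and 36 with probes detected on all 8 arrays (13.9% lower, 6 lists). With the replicate number as a block 51 genes passed, although replicates of the same number did not correlate across all genes (r from -0.175 to 0.148). A pairing that touches only some genes is not excluded by this. The somite list, but not the platelet list, was highest on replicate 1 and lowest on replicate 4 in both genotypes. Leaving out 1 array gave 4 to 1245 genes, 4 to 405 over 2-fold and 25% to 71.4% lower. Without Bapx1 null replicates 2 and 3 58.1% were lower, with the covariate 2 genes passed (2 over 2-fold), and with the processed table, filter and test of the methods 3 genes (1 over 2-fold, 0% lower). Ribosomal proteins reversed with MAD scaling, to a mean of 2.65. Of named genes 1738 values kept their side of the threshold, 285 lost a call and 65 gained one, and of lists 832 kept their side, 40 lost a call and 14 gained one. The cause of these changes was not tested, apart from the fewer arrays of the left-out fits. Bapx1 null replicate 2 had the lowest signal over background, with 31.0% of probes detected. Leaving that array out gave 83 genes and 46 over 2-fold. Apart from this and the fits above with array weights, with the covariate and without Bapx1 null replicates 2 and 3, what its low signal limited was not tested.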

Other observations

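Of the tests below, those on the correlation of members, the spread among wildtype arrays, the comparison of medians and the smooth muscle list with an estimated correlation were chosen only after the result was seen.

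Without a filter on dim probes the protease inhibitors made by the liver had a mean log2 difference of -1.53 over 23 genes (camera adjusted p = 1.32e-06, but adjusted p = 0.381 with an estimated correlation), and 37 protease inhibitor genes that are not specific to the liver had 0.00339 (camera adjusted p = 0.984). The 7 genes that the study named in gut, chosen on these samples and so no independent evidence, had a mean of -2.65 (camera adjusted p = 3.93e-06, but adjusted p = 0.321 with an estimated correlation). Among them Kng1, Serpina1b, Serpina6, Spink1 and Itih3 were each detected on 3 wildtype arrays and on 0 Bapx1 null arrays, with limma adjusted p of 0.197, 0.16, 0.193, 0.227 and 0.186. On wildtype replicate 3 Serpina1b was at 5.22, against 10.45, 8.63 and 9.43 on the other wildtype arrays.

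Liver, platelet, red cell and leukocyte markers were lower in Bapx1 null, in genes of which none was on another list or named by the study. Without Bapx1 null replicates 2 and 3 each of the 4 lists kept at least 1.06 times its mean difference. The differences thus did not rest on those arrays. Low signal in general cannot be judged from this, since Bapx1 null replicate 1, which was kept, detected 36.3% of probes and replicate 3 detected 36.4%. Members of each list moved together among arrays of the same genotype. The lowest mean correlation across gene pairs was 0.383, against at most 0.238 for the 95th percentile of 10000 random lists. A varying share of such cells would give this, but so would joint regulation of these genes within cells. The correlation therefore does not decide whether the Bapx1 null sorts held fewer such cells, which the EGFP sort should remove. Abundant genes of these cells were high in wildtype, with Afp at 10.55 and Pf4 at 11.06, but the leukocyte array means overlapped (exact permutation test, two-sided p = 0.0571), and no list passed with an estimated correlation (adjusted p 0.348 to 0.371). An effect of Bapx1 in the EGFP-positive cells cannot be told apart from fewer such cells in the Bapx1 null sorts. The hepatocyte and platelet means varied among wildtype arrays with an SD of 1.4 and 1.03 on the log2 scale. These means correlated among arrays of the same genotype (r = 0.961). The SD of the erythroid and leukocyte means was only 0.436 and 0.295. On wildtype replicate 3, with Bapx1 intact, the hepatocyte mean was 6.843, against 6.042 to 6.837 in Bapx1 null. Hepatocyte genes were thus low there without loss of Bapx1. That is 1 array, and its erythroid mean was 7.654, against at most 7.186 in Bapx1 null.

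Smooth muscle genes were higher in Bapx1 null. Without Bapx1 null replicates 2 and 3 the list kept 1.09 times its mean difference, so the difference did not rest on those arrays. Low signal in general cannot be judged from this either, since Bapx1 null replicate 1 was kept. A higher share of mesenchyme as a whole would raise all gut mesenchyme regulators about as much, and their median was 0.07 (SD 0.485 over 26 genes) against 0.71 for the smooth muscle genes (permutation test over genes, which are not independent, 100000 resamples, two-sided p = 0.00022). With the other background and normalization settings and the processed table, the gap of these medians exceeded the SD of the regulators. The smallest gap was 0.461 (SD 0.432). With MAD scaling the medians were 1.96 (SD 1.09) and 2.14, so a higher share of mesenchyme is not excluded. An effect of Bapx1 on muscle genes in these cells cannot be told apart from that share, from a higher share of muscle cells within the mesenchyme or from the part of the gut dissected. The share of muscle cells was not tested. For the part dissected only the Hox lists were tested, and they did not pass. The smooth muscle list passed with fry (adjusted p = 0.016) but not with an estimated correlation (adjusted p = 0.348).

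For the counts of genes, only 1 of the 35 splits of the 8 arrays into groups of 4, the real one, gave as many. It gave 77 genes and 56 over 2-fold, against at most 0 and 0 in the others. With 35 splits 1 is the smallest number possible, and any other difference between the groups would also set the real split apart. The splits therefore cannot tell an effect of Bapx1 from such a difference. For lists the real split gave 12 and 6 other splits gave 11, so that the number of lists past the threshold hardly sets the genotypes apart from other groupings of these arrays.

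The share of genes over 2-fold that were lower in Bapx1 null was 41.1%. This is lower than the share that the study reported, whose methods describe a different background correction, scaling, filter and test. With the processed table it was 87.5%, over 8 genes, and at an unadjusted p under 0.05 it was 67% of 318 genes here and 98.3% of 357 genes with the processed table.

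The number of genes over 2-fold was 56. This is lower than the number that the study reported with its own background correction, scaling, filter and test, which no fit here combined. Leaving out 1 array gave 4 to 405, and 318 genes were over 2-fold at an unadjusted p under 0.05.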
